# Buffering of Segmental and Chromosomal Aneuploidies in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1000465

**Published:** 2009-05-01

**Authors:** Per Stenberg, Lina E. Lundberg, Anna-Mia Johansson, Patrik Rydén, Malin J. Svensson, Jan Larsson

## Abstract

Chromosomal instability, which involves the deletion and duplication of chromosomes or chromosome parts, is a common feature of cancers, and deficiency screens are commonly used to detect genes involved in various biological pathways. However, despite their importance, the effects of deficiencies, duplications, and chromosome losses on the regulation of whole chromosomes and large chromosome domains are largely unknown. Therefore, to explore these effects, we examined expression patterns of genes in several *Drosophila* deficiency hemizygotes and a duplication hemizygote using microarrays. The results indicate that genes expressed in deficiency hemizygotes are significantly buffered, and that the buffering effect is general rather than being mainly mediated by feedback regulation of individual genes. In addition, differentially expressed genes in haploid condition appear to be generally more strongly buffered than ubiquitously expressed genes in haploid condition, but, among genes present in triploid condition, ubiquitously expressed genes are generally more strongly buffered than differentially expressed genes. Furthermore, we show that the 4^th^ chromosome is compensated in response to dose differences. Our results suggest general mechanisms have evolved that stimulate or repress gene expression of aneuploid regions as appropriate, and on the 4^th^ chromosome of *Drosophila* this compensation is mediated by Painting of Fourth (POF).

## Author Summary

Although deletion heterozygotes and chromosomal aneuploidies have been used in genetic studies for decades, the relationships between chromosome doses and transcript outputs have been difficult to unravel. In other words, the effects of copy changes on the regulation of entire chromosomes or large chromosomal domains are largely unknown. Hence, we studied these relationships in *Drosophila* using microarrays prepared from flies with a dosage series of chromosomal domains and a dosage series of the 4^th^ chromosome. We observed significant buffering of expressed genes, i.e., on average they were expressed at >50% of wild-type levels when present in single copies instead of two copies (the normal complement of diploids). This buffering was also seen to be much stronger for differentially expressed genes than ubiquitously expressed genes. Our findings therefore support the presence of chromosome-wide buffering mechanisms. In addition, we found evidence of a chromosome-specific protein POF-mediated mechanism in the buffering of the 4^th^ chromosome. Overall, our results suggest that a general buffering system acts on most genes present as single copies due to deletions or chromosome losses. Further work on gene buffering effects should make substantial contributions to our understanding of genome-wide gene regulation.

## Introduction

The effects of deficiencies, duplications or chromosome losses (e.g. somatic elimination) on the regulation of whole chromosomes and large chromosome domains are largely unknown, although the gene dose at most specific loci generally has little effect on the development of *Drosophila*. A useful scale for assessing the magnitude of aneuploidies that can be accommodated in the *D. melanogaster* genome without loss of viability was provided by Bridges, who divided the genome into 102 numbered divisions, based on cytological analysis of polytene chromosomes [1]. Deletions extending over more than one of these 102 divisions (which have estimated sizes of 800–1500 kb [2], with a median length of 1114 kb according to Flybase annotation) are generally lethal [3]. However, there are a few known exceptions of longer, non-lethal deletions, such as *Df(2L)H* and *Df(3L)Vn*, which span <2.8 Mb and <1.7 Mb, respectively [4]. A general rule in *Drosophila* is that viability and fertility are reduced when having a single copy of ∼1% of the genome, but raising this proportion to ∼3% is lethal [3]. Hence, segmental aneuploidy-induced mortality could be explained by altered levels of gene expression within the aneuploid region, leading to an overall disturbance of gene networks [5]. However, it has been suggested that a reduced dose of any region will cause a general effect on expression of the genome and since most effects are negative in correlation to dose this is sometimes referred to as the “inverse dosage effect” [6].

Intuitively, we may expect transcript levels of genes within an aneuploid region to correlate directly with the gene dosage. However, some reports have suggested that functional autosomal dosage compensation, also known as the “buffering” effect, may occur, e.g. activities of proteins expressed from genes present in three copies, due to segmental trisomy, were found to be very similar to wild type levels in several early dosage studies [7]–[9]. Since these early studies of correlations between expression levels and gene doses relied mainly on enzyme assays (although transcript levels of single genes were sometimes measured), dose responses at the transcription level were unclear, due to the potential effects of post-transcriptional processes. However, indications of buffering effects have also been obtained in recent dose response studies using genome-wide approaches [10]–[12]. For example, ∼1.4 fold differences in mRNA levels associated with three-fold differences in gene doses in a *Drosophila* autosomal region have been found in microarray analyses [10],[13], substantially lower than the expected 3-fold differences in the absence of compensation. It should be noted that genome-wide studies inevitably include analyses of non-expressed genes and genes expressed at sub-detectable levels; two groups of genes that will inevitably be scored as fully compensated (i.e. as being expressed at apparently wild type levels) and thus influence the mean calculated buffering effect.

Convincing reports of chromosomal dosage compensation have hitherto only been observed in the sex chromosomes, leading to the general conclusion that this mechanism exclusively equalizes transcription between the two sexes, and compensates for the difference in the expression of sex chromosomes in relation to autosomes [13]–[17]. However, we have previously demonstrated another chromosome-wide regulatory system in *Drosophila* [18],[19], in which the Painting of fourth (POF) protein binds specifically to the 4^th^ chromosome and together with heterochromatin protein 1 fine-tune the expression of genes in this chromosome [18],[20]. Further, flies with a single 4^th^ chromosome are viable and fertile, like flies that have a single X-chromosome, but in marked contrast to flies that have lost any other autosome. These and other observations have prompted suggestions that a dosage compensation mechanism may act upon the 4^th^ chromosome [21].

To gain insight into the expression consequences upon chromosome 4 aneuploidies and also segmental aneuploidies in general, we have made a detailed genome-wide analysis of gene expression in aneuploidy regions in *Drosophila*. Using expression microarrays of haplo-4, diplo-4 and triplo-4 flies, we show that expressed genes are significantly compensated, and that the compensation in haplo-4 flies is dependent on POF. Furthermore, we show that segmental aneuploidy regions are slightly buffered and this buffering is suggested to be at a general level and not mainly caused by a single gene feed-back regulation. Overall, the presented results suggest that general mechanisms exist to stimulate and repress gene expression.

## Results

### Expressed Genes in Segmental Aneuploidies Are Buffered

To study the effect of gene dose on gene expression total RNA was prepared from flies with the following genotypes: heterozygous for *Df(2L)J-H*, *Df(2L)ED4470* and *Df(2L)ED4651* deletions; heterozygous for the *Dp(2;2)Cam3* duplication; monosomic for chromosome 4 (*4/0*); trisomic for chromosome 4 (*4/4/4*); and wild type controls (where *Df* and *Dp* indicate deficiency and duplication, respectively). Each of these genotypes, the lengths of the affected sequences, and the respective numbers of affected genes are listed in Table S1. Three biological replicates representing each genotype were hybridized to Affymetrix *Drosophila* v2 arrays, and the resultant raw data were normalized and summarized using RMA [22]. Global effects in the genome outside of our used aneuploidies can potentially influence data analysis and normalisation. We therefore analysed the raw data prior to any normalisation and could not detect any major global effects. Global effects are further discussed in Text S1 and Figure S1. Non-expressed genes and genes with expression levels that are sub-detectable in the micro-array analysis will be scored as fully compensated when the aneuploids are compared to the wild type. Including these genes inevitably shifts the average closer to wild type expression levels, potentially leading to over-estimates of any buffering effect. Therefore, cut-offs for genes with correctly measured expression levels were determined by plotting transcription levels in mutants against wild type expression levels (Figure S2). The resulting plots showed that aneuploidy effects were only detected for genes with wild type expression levels >6 (log_2_-scale). In all arrays we then removed the genes with wild type expression values below 6 and renormalized the expression values. In this normalisation, a constant was added to all the mutant array expression values to ensure that the total genomic expression matched that of the wild type. The average expression relative to wild type was then measured for all of the expressed genes within each aneuploid region.

Genes within the *Df* regions were significantly buffered (one sample Wilcoxon test, p<<0.001), since they were expressed at 64% of wild type levels, compared to the 50% expression level expected under the naïve assumption of regulatory independence (Figure 1B). This buffering effect was weaker than those observed in previous studies [10]–[12], and we hypothesized that this difference was mainly due to our exclusion of non- and weakly-expressed genes. This speculation was confirmed, since the buffering levels in our pre-cut-off data were similar to previously reported values (data not shown). However, it is important to note that it is still not known whether weakly-expressed genes are actually buffered, and if so to what degree.

**Figure 1:**
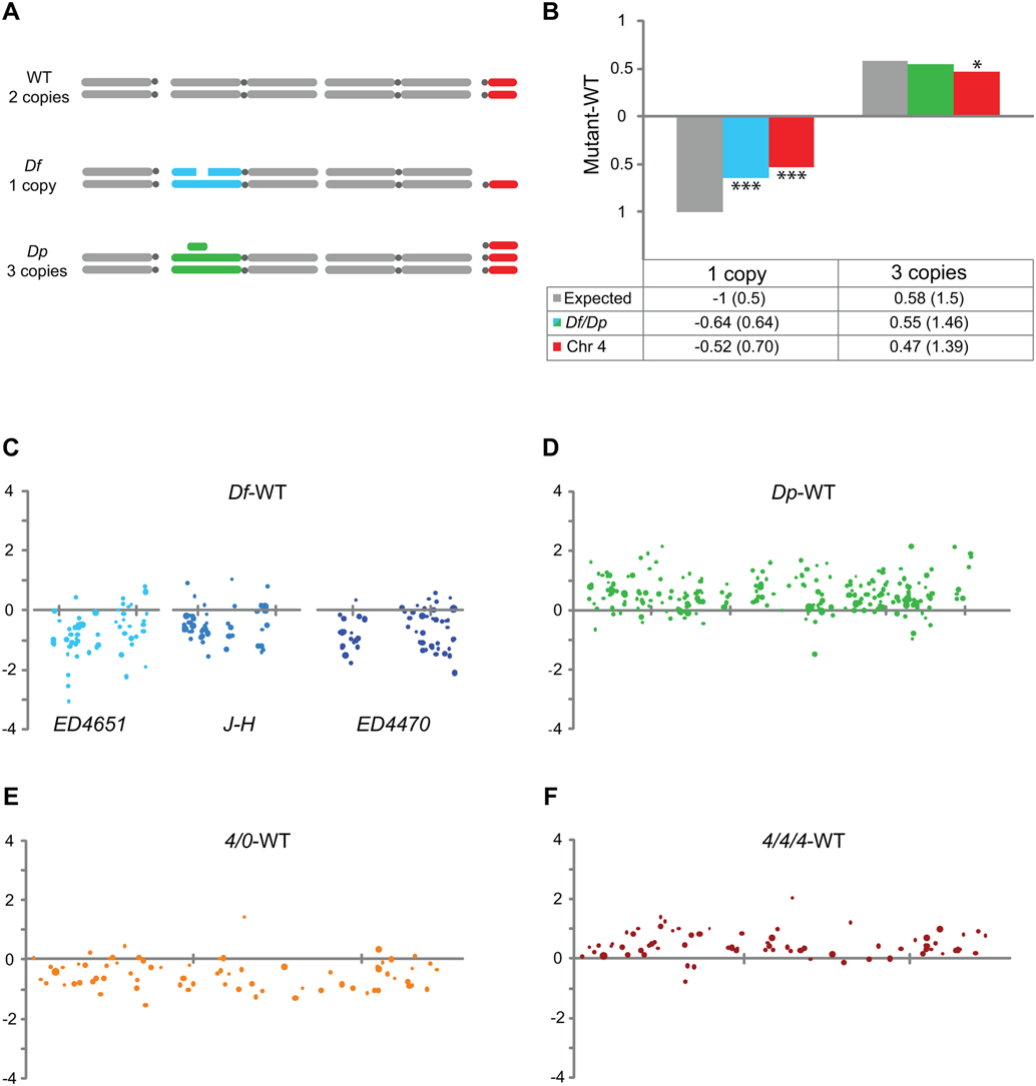
Genes in segmental and chromosomal aneuploidies are buffered. (A) Schematic illustration of the genotypes used in our study. (B) The y-axis and the table below the diagram shows log_2_ values (with non-logarithmic values given in parentheses) of expression differences between deficiency (indicated in blue), duplication (green), haplo-4 and triplo-4 (both red) mutants compared to wild type. The deficiencies and haplo-4 conditions are significantly buffered compared to the expected expression output (grey). The asterisks indicate significantly different values from expected values. (C–F) Expression levels of individual genes in relation to wild type levels, plotted against chromosomal position for the three deficiencies (C), the duplication (D), haplo-4 (E) and triplo-4 (F). The tick marks correspond to 500 kb and the individual gene expression levels in wild type are indicated by the size of the dots (the higher the gene expression level the larger the dot). Only genes with expression levels >6 are shown.

The effects of the aneuploid regions are shown in plots of moving median expression ratios along the chromosome arms in Figure S3. A significant buffering effect was detected in the *4/0* flies (one sample Wilcoxon test, p<<0.001), of similar strength to that observed in the *Df* flies (Mann-Whitney U test, p = 0.21). A triploid region (*Dp*) in the *4/4/4* background also showed a buffering effect, with a slight decrease in expression (146% compared to the expected 150%), although this was not significant (one sample Wilcoxon test, p = 0.079). *Df(2L)J-H*/+ flies are viable also in *4/0* background and there was no significant difference in the effects of the *Df(2L)J-H* deficiency in wild type compared to *4/0* backgrounds (Mann-Whitney U test, p = 0.28). However, the entire 4^th^ chromosome was significantly compensated in *4/4/4* flies (139% compared to the expected 150%, one sample Wilcoxon test, p = 0.015). Chromosome 4 will be discussed in more detail below.

### The Buffering Effect Is Approximately Normally Distributed

The observed buffering effect could have been caused by either the feed-back regulation of individual genes or a more general buffering mechanism. However, if it was mainly caused by the former, the distribution of differences in expression levels between the *Df* and wild type genotypes would probably be highly skewed, since most genes would be expected to be expressed at close to 50% of wild-type levels, while the expression of a few genes would be buffered to varying degrees. Instead, the expression differences were approximately normally distributed (Shapiro-Wilk's W test, p = 0.20) around a mean of 64% wild-type expression (Figure 2A). In contrast, the *Dp* genotypes showed no significant buffering effects, and the differences between their expression levels and wild-type levels were not normally distributed (Shapiro-Wilk's W test, p = 0.0030, Figure 2B). This could mean that any potential buffering system for genes when they are present in three copies is less evolved than when they are present in one copy.

**Figure 2:**
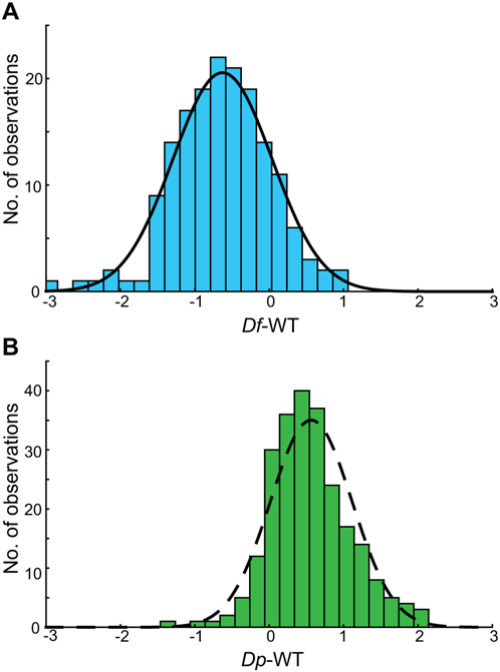
Expression differences between deficiencies and wild type are approximately normally distributed. (A) The distribution of expression differences between all three deficiencies and wild type, with a normal distribution curve superimposed. (B) The distribution of expression differences between the duplication and wild type is not normally distributed.

### Ubiquitously Expressed Genes in *Df* Regions Are Not Buffered

We then asked whether the observed buffering effect correlated with any particular class of genes. No correlations were found between the buffering effect and expression levels, except for a weak relationship in *4/4/4* flies (Spearman correlation, p = 0.032, Figure S4). Neither were there any correlation between the buffering effect and gene length (data not shown). However, a clear correlation was found between buffering and ubiquitously expressed genes (UEGs) (Figure 3), here defined as genes expressed at levels >6 in all 12 tissues present in the FlyAtlas database [23]. The UEGs were significantly less buffered than non-ubiquitously expressed genes (NUEG) in the *Df* and *4/0* flies (Mann-Whitney U test, p = 0.021 and p = 0.00045, respectively, Figure 3A and 3C). Conversely, the NUEGs were significantly less buffered in the *Dp* and *4/4/4* flies (Mann-Whitney U test, p = 0.038 and p = 0.0017, respectively, Figure 3B and 3D). Thus, UEGs appear to be only buffered when present in three copies.

**Figure 3:**
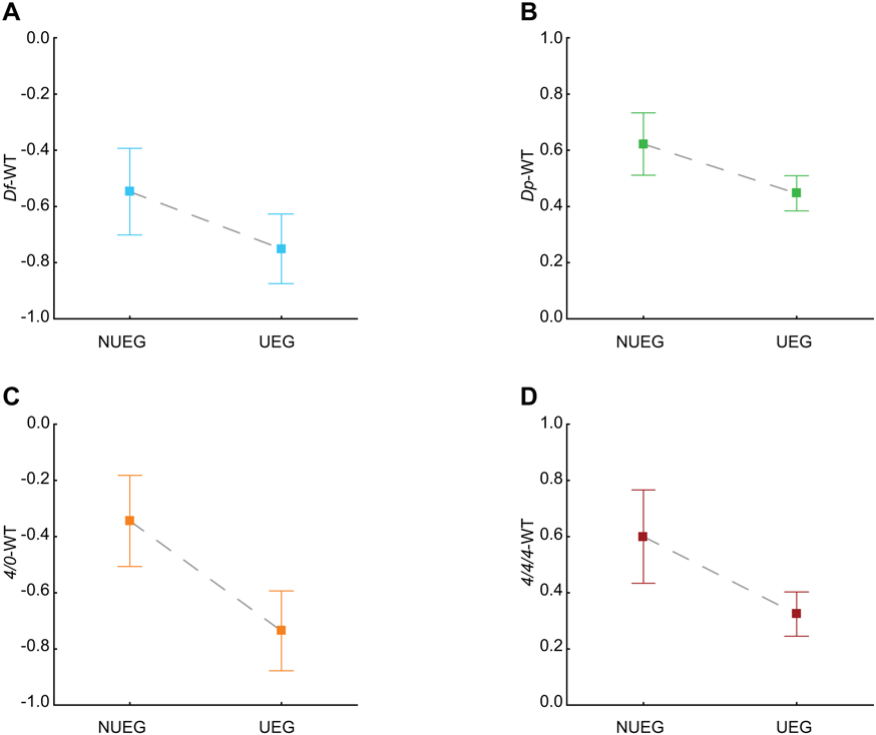
The buffering of segmental and chromosomal haploids mainly acts on non-ubiquitously expressed genes. Mean differences in NUEG and UEG gene expression, relative to wild type, observed in (A) deficiencies (n_NUEG_ = 91, n_UEG_ = 75), (B) the duplication (n_NUEG_ = 138, n_UEG_ = 102), (C) haplo-4 (n_NUEG_ = 39, n_UEG_ = 33), and (D) triplo-4 (n_NUEG_ = 39, n_UEG_ = 33). Squares indicate mean values and whiskers indicate 95% confidence intervals.

### Chromosome 4 Is Compensated in Response to Dose Reductions

As shown in Figure 1, chromosome 4 is compensated in response to altered dose. Compensation of the 4^th^ is slightly higher but not significantly different from compensation in segmental aneuploidies (deficiencies). We have previously shown that the protein POF specifically stimulates gene expression on the 4^th^ chromosome, and that *Pof* is essential for the survival of *4/0* flies [18]. Hence, we constructed expression arrays from *Pof* mutants with two or three copies of the 4^th^ chromosome (no arrays of mutants with a single copy could be made, since haplo-4 flies do not survive without POF). As seen in Figure 4A, POF always stimulated expression, regardless of the 4^th^ chromosome copy number. Strikingly, there was also a clear negative linear correlation between the differences in expression, relative to the wild type, between the *4/0* and *Pof* mutants (Figure 4B, Pearson correlation, r = −0.48, p<<0.001). This implies that the level of compensation in *4/0* flies is inversely proportional to the level of expression change in *Pof* mutants. Thus, we conclude that the compensation observed in *4/0* is directly mediated by POF. Moreover, the distributions of the buffering effects in *4/0* and *Pof* mutants were not normal (Shapiro-Wilk's W test, p = 0.014 and p = 0.014 respectively), but rather displayed two clear peaks (Figure 4C). Both of these data sets therefore appear to contain data on one group of strongly affected genes and one that is almost unaffected. The unaffected groups consisted mainly of NUEGs in *4/0* and UEGs in *Pof* mutants, whereas the strongly affected groups were mainly composed of UEGs in *4/0* and NUEGs in *Pof* mutants (Figure 4D and 4E).

**Figure 4:**
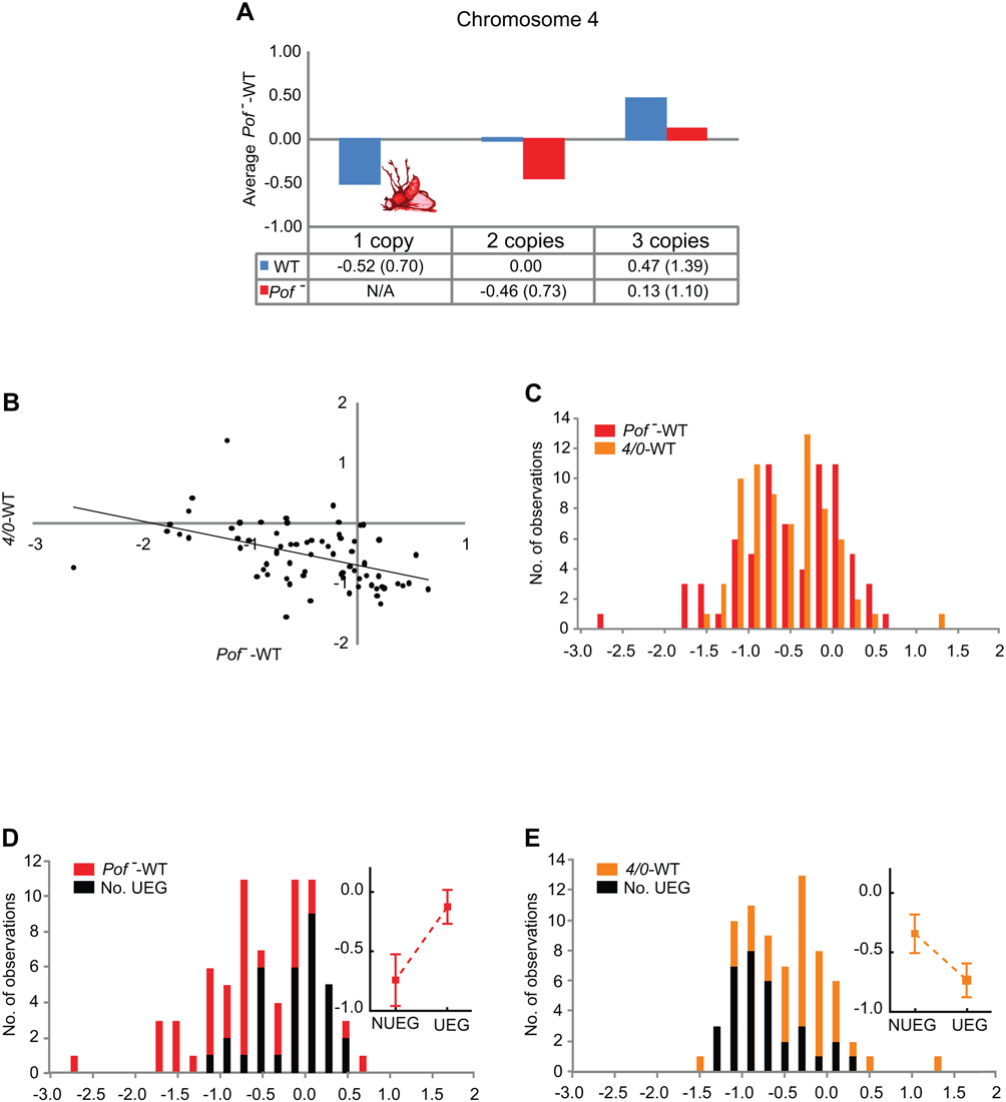
The 4^th^ chromosome is compensated by POF when present in single dose. (A) Average differences in expression in genes of the 4^th^ chromosome in wild type and *Pof^-^* mutants as affected by chromosome 4 dose. The y-axis and the table below the diagram show log_2_ values for the expression differences, and non-logarithmic values are shown within parentheses. The haplo-4 condition is lethal in the *Pof^-^* mutant. (B) Correlation plot of haplo-4 – WT and *Pof^-^* – WT differences in expression values (log_2_ scale) demonstrating POF-mediated compensation of the 4^th^ chromosome. The regression line is indicated. (C) Distribution of haplo-4 – WT and *Pof^-^* – WT differences in expression values. Note the twin-peak distribution. (D) Distribution of *Pof^-^* – WT differences in expression levels, with the total numbers of genes and UEGs in red and black, respectively. The mean difference, as plotted in Figure 3, is superimposed. (E) Distribution of haplo-4 – WT differences in expression levels, with total numbers of genes and UEGs in orange and black, respectively. Note that the distribution of UEGs differs between (D) and (E).

### Loss of *Pof* Causes Reductions in Levels of Chromosome 4 Gene Expression in Testes

The high expression of POF in the testes and the strong relationship between POF and dosage compensation prompted us to examine the role of POF in the testes. In order to understand the role of POF we performed immunostainings for POF and immunofluorescens localisation of a *P[Pof.EYFP]* transgenic constructs in male testes. The results are presented and discussed in Figure S5 and Text S1.

Expression arrays were then used to assess the influence of POF on transcription in the dissected testes (*Pof* mutants and wild type control), and the results clearly showed that POF mainly altered the expression of genes in the 4^th^ chromosome (Figure 5A). 

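Total RNA from dissected testes of *Pof* mutant males (*y1 w 67c23; Pof D119/Pof D119*) and of wild type males (*y1 w 67c23*) was labelled and hybridised to Affymetrix *Drosophila* gene chips, on which several short probes make up the probe set of a transcript. Each genotype had 3 biological replicates, each of 60 testes from males 0 to 24 h old, which gives 6 arrays. The authors used RMA, which subtracts background, brings the probe intensities of the arrays to one distribution and summarises each probe set on the log2 scale. The deposited RMA values covered 18952 probe sets, with array medians between 5.78 and 5.88, and had been through neither the minimum of 6 nor the constant that the paper describes, so both steps were applied here. Of the 13647 probe sets that name a single gene, 8028 had a wild type mean of at least 6, and these were averaged into 7696 genes. A constant of -0.017, 0.064 and 0.15 was then added to *Pof* mutant replicates 1, 2 and 3, so that each array had the mean log2 level of the wild type arrays. *Pof*, which encodes the protein that binds chromosome 4, had deposited values of 12.98 ± 0.085 (SD, n = 3) in wild type and 10.39 ± 0.10 (SD, n = 3) in mutant testes. Its log2 change was -2.52 (standard error 0.096, limma adjusted p = 1.5e-04), or 17.4% of the wild type level, with a fall in each of the 3 pairs of arrays. The place of its probe set relative to the mutation is not given in the sources used here. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot go below p = 0.10. Replicate 2 of both genotypes stood apart from the other arrays along the first principal component, which held 58.9% of the variance, while the second, with 29.9%, separated the genotypes.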

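Genes of chromosome 4, the small and largely heterochromatic chromosome that POF binds, had a lower average level in *Pof* mutant than in wild type testes. Over the 34 chromosome 4 genes kept, the mean log2 change was -0.40 (95% confidence interval over genes -0.63 to -0.17), or 76.0% of the wild type level. With no expression minimum it was -0.23 over 65 genes, which adds weak genes that by the paper's account pull an average towards wild type. On the mutant arrays the 34 kept genes lay on average at -0.35, -0.35 and -0.50 relative to their wild type mean, and on the wild type arrays at -0.0069, -0.054 and 0.061. Every mutant array thus lay below every wild type array (exact permutation test, two-sided, p = 0.10, the smallest that 3 arrays against 3 allow). The mean of each of the other arms, X, 2L, 2R, 3L and 3R, lay between 99.5% and 101% of the wild type level. Over genes, the change on chromosome 4 passed the one-sample Wilcoxon test that the paper uses (p = 1.5e-06). Set against all other genes with camera, chromosome 4 was lower at an adjusted p = 3.3e-07 over the 6 arms, and at an adjusted p = 0.315 with an estimated correlation between its genes. With fry, which tests whether the genes of an arm move on balance one way, the adjusted p was 0.032, and 0.075 with the replicate number as a block. From the mean change of each arm (Figure 5A), the paper concludes that POF acts mainly on the expression of chromosome 4 genes in testes.

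**Figure D1:**
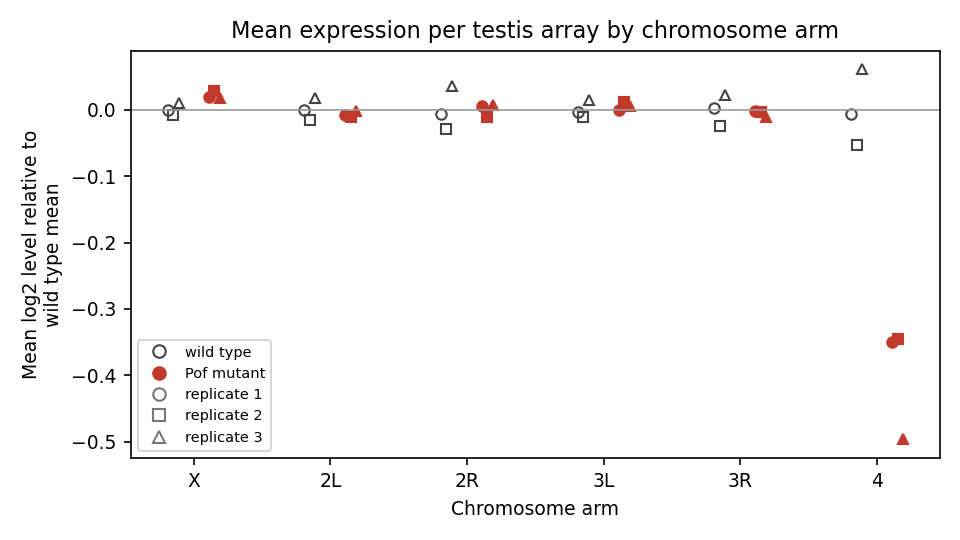
Mean log2 level of the kept genes of each chromosome arm (x axis) on each testis array, relative to the mean of the wild type arrays (y axis); open symbols are wild type and filled symbols *Pof* mutant arrays, with a circle, square and triangle for replicates 1, 2 and 3. The mutant arrays lie between -0.50 and -0.35 for chromosome 4 and between -0.012 and 0.028 for the other arms.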

We then tested whether the expression levels of testes-specific genes were altered in *Pof* mutants. We did observe a weak effect on these genes, although unexpectedly the expression was higher in *Pof* mutants (104%, one sample Wilcoxon test, p<<0.001), which we hypothesise could be caused by delayed spermatogenesis.

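Of 67 kept genes known for expression in the male germline, 1 was higher and 2 were lower in *Pof* mutant than in wild type testes, and 64 did not pass the test. *Prosbeta5R1*, a testis-specific paralog of a proteasome subunit, rose by 0.92 on the log2 scale (standard error 0.12, limma adjusted p = 0.011). *dj*, which encodes a protein of the sperm tail, changed by -0.68 (standard error 0.080, adjusted p = 0.0063) and *Mst84Db*, a male-specific transcript of spermatids, by -0.47 (standard error 0.089, adjusted p = 0.038). The counts were the same when adjusted over the list alone, and with the replicate number as a block 2 were higher and 4 lower. The genes were listed before the data were examined from 4 groups, the regulators of primary spermatocytes, spermatid differentiation, the post-meiotic cup and comet genes and the testis-specific paralogs of housekeeping genes, and are not the list of the paper, whose FlyAtlas arrays were not analysed here. Their mean log2 change was 0.015 (95% confidence interval over genes -0.042 to 0.072), or 101% of the wild type level with the constant and 96.6% without it, and 41 genes lay above and 26 below wild type (one-sample Wilcoxon test over genes, n = 67, p = 0.268). The mutant arrays had means of -0.049, 0.11 and -0.019 and the wild type arrays of -0.014, 0.12 and -0.11 relative to the wild type mean, so the replicates of one genotype differed by more than the genotypes. Without wild type replicate 2 the mean was 0.088 (Wilcoxon test over genes, n = 67, p = 1.5e-04), without *Pof* mutant replicate 1 it was 0.047 (p = 0.024), and without both replicate 2 arrays, a choice made after seeing the data, 0.038 (p = 0.044). Without wild type replicate 3 it was -0.047 and without *Pof* mutant replicate 2 it was -0.034, and neither passed. The call of *Mst84Db* was lost without any one of the 6 arrays, and those of *Prosbeta5R1* and *dj* without wild type replicate 1.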

**Figure 5:**
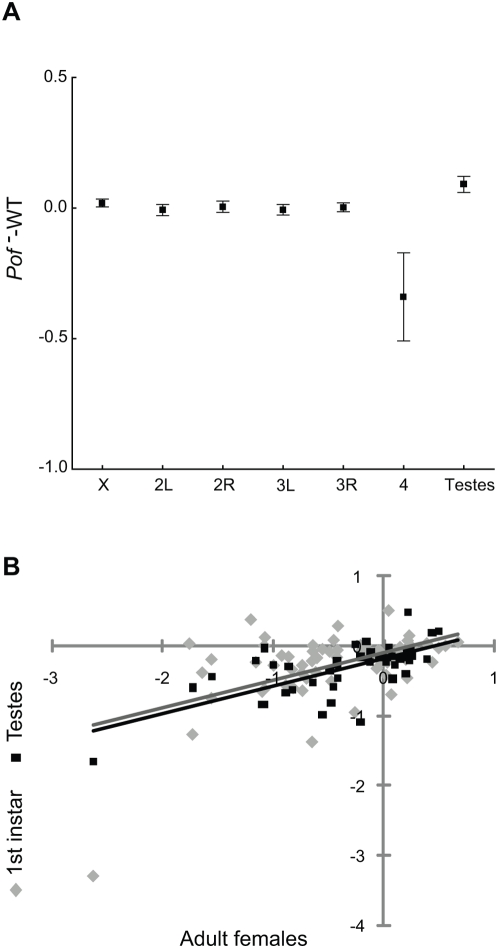
POF stimulates the same set of genes in three different stages. (A) Mean change of gene expression for each chromosome arm and for a defined group of testes expressed genes (N_testes_ = 865). Squares indicate the mean values and whiskers indicate 95% confidence intervals. (B) Correlation plots of *Pof^-^* – WT differences in expression levels (log_2_ scale) obtained for testes tissue (black) and 1^st^ instar larvae (grey) plotted against corresponding differences for adult females. Regression lines are indicated.

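The major autosome arms each had a mean change close to 0 in *Pof* mutant testes. Genes of 2L had a mean log2 change of -0.0070 (95% confidence interval over 1509 genes -0.029 to 0.015), and genes of 3R one of -0.0056 (-0.023 to 0.011 over 1892 genes). Genes of 2R had a mean of 5.0e-04 (-0.021 to 0.022 over 1593 genes) and genes of 3L one of 0.0056 (-0.014 to 0.026 over 1520 genes). The medians were 0.021 for 2L, 0.021 for 2R, 0.035 for 3L and 0.015 for 3R, above 0 on every arm, so mean and median differ in sign on 2L and 3R. The median over all 7696 genes was 0.024, since the constant sets the mean and not the median to that of wild type. In one-sample Wilcoxon tests over genes, 2R (n = 1593, p = 0.034) and 3L (n = 1520, p = 1.7e-04) passed, and 2L (n = 1509, p = 0.073) and 3R (n = 1892, p = 0.147) did not. Against all other genes none of the 4 arms passed camera (adjusted p = 0.963 for each), and with fry 3L passed with the replicate number as a block (adjusted p = 0.036) and not without it (adjusted p = 0.813). Without the constant, the means of 2L, 2R, 3L and 3R were -0.072, -0.064, -0.059 and -0.071. The testes expressed genes of the legend were defined on FlyAtlas arrays, which were not analysed here.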

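In testes, 30 of the 34 chromosome 4 genes had a lower mean in *Pof* mutants than in wild type and 4 a higher one. The median log2 change was -0.24, with quartiles of -0.39 and -0.12, so the middle of the distribution lay closer to 0 than the mean. The changes of 8 genes were below -0.5 and those of 22 lay between -0.5 and 0. Among the 8, *Zip102B*, *Rnf11*, *Pur-alpha* and *yellow-h* had mutant levels below 6, close to background, so the sizes of their falls are uncertain. *CG32006*, *Crk*, *ATPsynbeta* and *CG31999* stayed above 6. *Rnf11*, *Pur-alpha*, *yellow-h* and *CG31999* are named after their values were seen. Lower values in all 3 pairs of mutant and wild type arrays with the same replicate number were found for 22 genes and higher values for 1. For 15 genes (44.1%) every mutant array lay below every wild type array and for 0 genes above. Of all 7696 genes, 864 lay below and 1029 above in this way, 24.6% together. Chance gives 10% for 6 exchangeable arrays, which these are not, since replicate 2 of both genotypes stood apart. The 4 genes with a higher mean were *apolpp*, which encodes an apolipoprotein of the haemolymph (0.06), the translational repressor *4E-T* (0.11), the TGF-beta ligand *mav* (0.14) and the mitochondrial membrane protein gene *Mpv17* (0.39), and none of them passed the test in limma (adjusted p between 0.230 and 0.805) except *Mpv17* with the replicate number as a block. *apolpp* lay below wild type without the constant (-0.0027), and *mav* without *Pof* mutant replicate 2 (-0.012) and further below without both replicate 2 arrays (-0.069), an alternative chosen after the data were seen. Without *CG32006*, the gene with the lowest change, the mean over chromosome 4 was -0.30, a comparison chosen after its value was seen. Adult females and first instar larvae were not analysed here.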

Average reductions in expression levels were found to be similar in *Pof* mutant adult female, testes and first instar larvae tissues (first instar data from [18], Kruskal-Wallis ANOVA by Ranks, p = 0.18). The effect on individual genes was also seen to be linearly correlated (Figure 5B, three pair-wise Pearson correlations, r = 0.51–0.68, p<<0.001), and thus we conclude that the effect of POF on chromosome 4 genes is the same in all three of these tissues.

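Of the 34 chromosome 4 genes measured in testes, *CG32006*, *Zip102B* and *Crk* fell in *Pof* mutants and 31 did not pass the test in limma. *CG32006* (Entrez Gene 317817) was at a log2 level of 10.14 ± 0.17 (SD, n = 3) in wild type and 6.59 ± 0.52 (SD, n = 3) in mutant testes. This is a change of -3.55 (standard error 0.26, limma adjusted p = 0.0012). *Zip102B* (Entrez Gene 43786), which encodes a zinc transporter of the ZIP family, went from 6.29 ± 0.26 (SD, n = 3) to 4.76 ± 0.021 (SD, n = 3), where weak signals lie close to background, a change of -1.53 (standard error 0.14, limma adjusted p = 0.0027). *Crk* (Entrez Gene 43775), an adaptor protein of receptor signalling, had 67.5% of its wild type level, a change of -0.57 (standard error 0.11, adjusted p = 0.038). Adjusted over the list alone, 5 genes were lower and 0 higher, and at an unadjusted p under 0.05 there were 13. Among the chromosome 4 genes with the highest wild type level, *ATPsynbeta*, the beta subunit of the mitochondrial ATP synthase, had a change of -0.75 (standard error 0.27, adjusted p = 0.205) and *Rad23*, a DNA repair factor, one of -0.16 (standard error 0.092, adjusted p = 0.411). With the replicate number as a block, 8 genes passed: the 3 above, *Rnf11* (adjusted p = 0.039), *CG31999* (adjusted p = 0.0088), *yellow-h* (adjusted p = 0.022) and *ATPsynbeta* (adjusted p = 0.019), all lower, and *Mpv17* (adjusted p = 0.032), higher; *Rnf11*, *CG31999* and *yellow-h* are named after their values were seen. *Crk* lost its call without any one of the 6 arrays and without the constant, and without wild type replicate 2 the genes that passed were 5, *CG32006*, *Zip102B*, *Rnf11*, *ATPsynbeta* and *Pur-alpha*, the last also named after its value was seen. The mutant levels of *Rnf11* (5.51), *yellow-h* (5.49) and *Pur-alpha* (5.33) lay below 6, and that of *CG31999* (6.04) just above it, close to background. With the minimum on the mean over all 6 arrays, only *CG32006* and *Crk* passed.

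**Figure D2:**
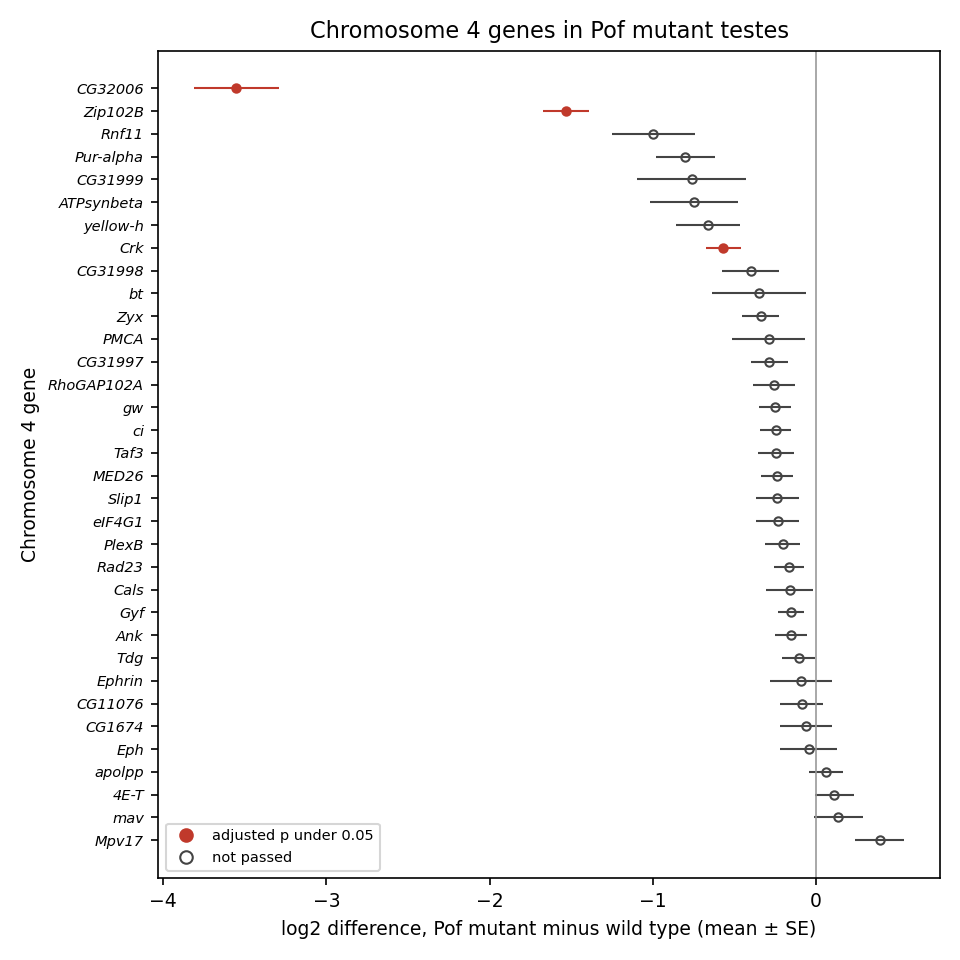
Log2 difference between *Pof* mutant and wild type testes (x axis) of each of the 34 kept chromosome 4 genes (y axis, ordered by the difference); points are means and bars standard errors from limma, filled red where the adjusted p is under 0.05. The changes run from -3.55 for *CG32006* to 0.39 for *Mpv17*, with 30 genes below 0.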

## Discussion

Segmental and chromosomal aneuploids have been used in genetic studies for several decades. However, the transcriptional effects of aneuploidies have been far from fully elucidated, partly because the exploration of genome-wide responses requires genome-wide analysis, which has only been possible since the advent of reliable microarray techniques, such as those used in the presented study. The results obtained show there was significant buffering of genes in a haploid region, although the degree of buffering was much lower than previously reported. In addition, the buffering appeared to be far more efficient for differentially expressed genes than for ubiquitously expressed genes. The mechanism responsible for buffering on the major autosome arms is still unknown, but our results show that compensation for haploidy of the 4^th^ chromosome is mediated by the protein POF. We have used the term *buffering* for the autosomes (for which the mechanism is unknown) and *compensation* for the fourth chromosome since in the latter case we can show that this depends on POF.

### Expressed Genes in a Haploid Region Are Buffered

Previous studies on the relation between chromosome dose and transcript level response suggest the existence of buffering effects [10]–[12]. The effect is dramatic, a three-fold difference in gene dosage, obtained using the *Df* and *Dp* genotypes examined here, were found to be associated with ∼1.4 fold differences in transcript levels, rather than the expected 3-fold differences [10],[13]. It is important to note that mRNA levels have been measured in most genome-wide expression studies, and thus it is still unclear whether the observed effects are due to transcriptional differences or post-transcriptional effects.

Using all our data we found a buffering effect of similar strength to those previously reported (a 3-fold difference in gene dosage resulted in 1.5 fold differences in transcript levels). However, we also found that expression can only be reliably measured for genes with relative expression levels >6, and when we only analyzed these genes we found a less dramatic, but still significant buffering effect of deficiencies. In contrast, when expressed genes were analyzed, no buffering effects in responses to duplication were detected. Hence, gene dosage reductions (but not apparently increases in dosage) can be compensated for by buffering, when all the expressed genes are considered.

### The Observed Buffering Suggests a General Effect

What causes the observed buffering effect? We can consider two plausible models to explain this. First, the calculated buffering effect may be a consequence of a more or less complete feed-back regulation of a subset of genes. Secondly, the observed buffering is mainly caused by a general increased expression of the genes uncovered by the *Df*. The obtained expression values for *Df*-WT were normally distributed and centred on a mean expression value of 0.64 (Figure 2). The normality of the distribution suggests that the observed buffering effect was general, and thus that individual gene feed-back regulatory mechanisms (which would probably have yielded a skewed distribution) were not primarily responsible for the calculated mean effect. Hence, the results from the *Df* indicate that the buffering system is general, and that the variation around the mean is mainly caused by array noise.

Two possible general buffering mechanisms could also be envisioned. Firstly, a monosomic region could be “sensed” and actively targeted by compensating protein complexes, similar to those described for the male X-chromosome and the 4^th^ chromosome in *Drosophila* [15],[18]. Alternatively, there could be feedback regulation of a few individual genes, and stimulated expression could result from high local concentrations of transcription-stimulating factors and/or “spread” from the nuclear environment of a single region. The mechanism for the suggested general buffering effect is likely to be a mixture of events at different levels which remains to be unravelled.

### Aneuploidies Cause Opposite Responses in Differentially and Ubiquitously Expressed Genes

We examined whether the observed buffering was correlated to expression levels. This is a reasonable assumption since in the two known chromosome-wide regulatory systems in *Drosophila*, the MSL mediated dosage compensation and POF mediated regulation of the 4^th^ chromosome, there is a relation between protein binding to genes and expression levels. In the case of dosage compensation, MSL binding is correlated to expressed genes but not to expression levels [24],[25]. However, to a large extent MSL binding reflects the expression levels in young embryos and the binding is then for most genes stable throughout development [26]. On the other hand, POF binding to the 4^th^ chromosome is linearly correlated to gene expression levels [20]. Even though POF binding to genes is directly correlated to gene expression levels we find no correlation of buffering effects to gene expression levels.

We also examined whether differences in the normal regulatory patterns of genes affect their degree of buffering, by dividing the set of studied genes into ubiquitously expressed genes (UEGs) and non-ubiquitously expressed genes (NUEGs), then comparing their buffering levels. The results indicated that UEGs can be repressed, but not stimulated (as seen in the *Dp* and *Df* genotypes, respectively). The UEG expression levels are probably primarily limited by their copy numbers, and thus it is not possible to further stimulate their expression when they are present as single copies. In contrast, UEGs in trisomic regions are generally more repressed than NUEGs. It should be stressed that while both UEGs and NUEGs are buffered in *Df* and *4/0* conditions, the UEGs are buffered to a much smaller extent. However, the NUEGs show no signs of buffering in *Dp* and *4/4/4* conditions.

The observed disparity between the UEGs and NUEGs must, presumably, be mainly due to regulatory differences, i.e. mechanisms have evolved that allow expression of the NUEGs to be responsive to various inducting and silencing signals, while the transcription of UEGs is steady, stable and more resistant to signal variations. The difference is even more pronounced on the 4^th^ chromosome, where the NUEGs are strongly compensated when present in single copies, i.e. in *4/0*. In addition, our data show that POF was responsible for the observed buffering of the 4^th^ chromosome, and the buffering of *4/0* was of similar strength to *Df* buffering on the major autosome arms.

POF shows strong similarities to the dosage-compensating MSL complex in evolutionary terms [19],[27], in binding profile [20] and in its function as a chromosome-wide regulator [18]. The mechanism responsible for MSL dosage compensation of the X-chromosomes is MOF-mediated hyperacetylation of H4K16. It should be noted that recent genome-wide studies suggest that MOF also acts as a more general regulator of gene expression in *Drosophila*. However, it is not known whether this general function is involved in the general dose response [28]. Nevertheless, it seems reasonable to hypothesize that the buffering effect seen in *Df* genotypes acts similarly to POF- and MSL-mediated stimulation, i.e. at the transcriptional level. We speculate that the more generally and stably expressed UEGs are less responsive to buffering functions than NUEGs, however the reasons why UEGs are less dose-responsive than NUEGs when present in three copies remains to be elucidated.

### What Causes Haplo-Insufficiency?

What causes the lethality in haplo-lethal deficiencies? It is obvious that genes with a strong influence on viability as exemplified by *Minute* (ribosomal protein encoding) genes will, when uncovered, increase the risk for lethality [29],[30]. Still, there seem to be a strong link between length of a deficiency and haplo-lethality [3]. Various models can be proposed to explain haplo-lethality caused by deficiencies that delete a large number of genes, one of which suggests that large deficiencies alter the doses of a number of genes involved in one or more genetic networks, thereby inducing lethality through a network collapse rather than alteration of the dose of any single gene [5]. Haplo-lethality could also be a consequence of the inverse dosage effect. In this model a haploid region will cause a general genome-wide stimulation since most effects are negative in correlation to dose [6]. It is difficult to predict the outcome of the inverse dose effect since the magnitude of this effect is not known. It is also unclear whether it will act on the whole genome or will be biased to the aneuploidy region as a consequence of gene clustering. Based on our data we suggest that general buffering mechanisms are present, and although no molecular mechanisms have been ascribed to buffering effects associated with segmental or chromosomal aneuploidies we speculate that increases in the length of deletions increase the pressure on the flies' buffering capacity. Hence, the plasticity of this system could compensate for monosomy up to a certain threshold, at which lethality may occur due to a collapse of buffering properties. Our study indicates the presence of buffering in *Df* but not as well in *Dp*, and a model suggesting haplo-lethality to be a consequence of buffering collapse would be consistent with such results. In general, flies tolerate duplications better than deficiencies, and our results are consistent with this general rule, since the pressure on buffering capacity seems to be weaker in the *Dp* than in the *Df* genotypes.

### The 4^th^ Chromosome Is Compensated by POF in Response to Dose Changes

We have previously shown that POF stimulates 4^th^ chromosome gene expression, and that the absence of *Pof* results in haplo-4^th^ lethality [18]. The results from the study presented here also show a significant negative linear correlation between the effects of *4/0* and the lack of *Pof*. This is intriguing, since it demonstrates that compensation of the 4^th^ chromosome is mediated by POF. Thus, we have identified the mechanism responsible for buffering of the 4^th^ chromosome. In addition, POF almost exclusively acts on NUEGs (Figure 4), although previous ChIP-chip analyses have shown POF targeting of genes to be proportional to their expression levels, regardless of whether they are UEGs or NUEGs [20]. Therefore, we hypothesize that POF binds to all expressed genes on the 4^th^ chromosome, but only the NUEGs respond to POF-mediated stimulation of expression, implying that buffering occurs after transcription initiation. Notably, both the 4^th^ chromosome and the major chromosome arms respond to buffering functions in haplo-conditions. This compensation is mediated by POF in the 4^th^ chromosome, but the mechanisms responsible for buffering of the major autosome arms are still unknown. In contrast to *Dp*, significant (repressive) buffering was also detected in *4/4/4*, possibly mediated by heterochromatin protein 1.

### POF and Testes-Specific Regulation

MSL-complex mediated, 2-fold up-regulation of the male X-chromosome is generally agreed to be the dosage compensation mechanism in somatic cells [14]–[16]. However, X-chromosome dosage compensation also occurs in the testes, where the MSL complex is not present, and to date no mechanism has been identified for this germline dosage compensation [31],[32]. However, POF is highly expressed in testes tissues [19], which along with the striking similarities between POF- and MSL-mediated chromosome-wide regulation prompted us to examine the importance of POF in the dose compensation of the X-chromosome in the testes.

The nuclear localisation of POF in many studied cell types indicates that it is associated with the 4^th^ chromosome, in accordance with results of previous ChIP-chip analyses [20],[27]. Drawing definitive conclusions about which genes, if any, POF associates with in spermatocytes is difficult (although our microarray analysis of testes tissue demonstrated the 4^th^ chromosome genes to be the main regulatory targets for POF in the male germline) due to the intense POF nuclear staining, which may mask more localised association in the spermatocyte nuclei (Text S1, Figure S5). However, there were no significant buffering effects of X chromosome genes in *Pof* mutants, so there was no evidence of POF-mediated dosage compensation in the mutant male germlines. 

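In testes, 361 of 7696 genes changed between *Pof* mutant and wild type, 190 higher and 171 lower, and 358 of them lay outside chromosome 4. Without the constant 107 were higher and 168 lower, and with a constant on the linear scale 150 and 203, so the larger direction depends on the scaling. The largest falls outside chromosome 4 were those of *CG1418* (log2 change -5.34, standard error 0.16, limma adjusted p = 4.5e-05), *CG9550* (-4.23, standard error 0.10, adjusted p = 2.3e-05) and *CG33773* (-4.14, standard error 0.18, adjusted p = 2.4e-04). *Ude*, which encodes a uracil-DNA degrading factor, changed by -3.57 (standard error 0.091, limma adjusted p = 2.3e-05). The mutant levels of *CG33773* (4.48) and *Ude* (5.93) lay below 6, where signals lie close to background, so the sizes of these falls are uncertain. Among the kept genes, the largest rises were those of *CG2065* (2.96, standard error 0.16), *CG14369* (2.85, standard error 0.18, and 1.35 with no minimum) and *Galphas*, the stimulatory G protein alpha subunit (2.59, standard error 0.17), each at an adjusted p between 6.1e-04 and 7.5e-04 in limma. The wild type levels of *CG2065* (6.44) and *CG14369* (6.16) lay close to the minimum of 6, so the sizes of these rises are uncertain too. Genes below 6 in wild type were removed and could not count as rises. By arm, 47 genes were higher and 48 lower of 1509 on 2L, 49 and 37 of 1593 on 2R, 40 and 37 of 1520 on 3L, and 44 and 37 of 1892 on 3R. With the replicate number as a block, 228, 201, 181 and 209 genes of these 4 arms changed, higher and lower together. On chromosome 4, 8.82% of the genes changed, all lower, against 4.67% of the other genes, an odds ratio of 1.97 (Fisher exact test, two-sided, p = 0.212; p = 0.051 with the replicate number as a block). Of 4 fat body and haemolymph genes, a list that stands for a tissue other than the testis, 3 were lower in the mutant. Accessory gland genes were also abundant, such as *Acp98AB* at a wild type level of 14.22, so the RNA was not of testis cells alone. With the block the count was 885, which includes all 361, and without *Pof* mutant replicate 1, 2 or 3 it was 164, 203 and 203. Without wild type replicate 1, 2 or 3 it was 137, 403 and 200.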

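Of 1113 X chromosome genes, 8 were higher and 8 lower in *Pof* mutant than in wild type testes, and 1097 did not pass the test in limma. The mean log2 change of X chromosome genes was 0.021 (95% confidence interval over genes 0.0069 to 0.035), or 101% of the wild type level with the constant, and was -0.044 without the constant and -0.033 with a constant set on the linear scale. *mof*, the acetyltransferase gene of the complex that compensates the male X chromosome in somatic cells, lies on the X and had a change of 0.078 (standard error 0.11, limma adjusted p = 0.776). The X chromosome means were 0.019, 0.028 and 0.017 on the mutant arrays and -0.0010, -0.0084 and 0.0094 on the wild type arrays, relative to the wild type mean (exact permutation test, two-sided, p = 0.10, the smallest possible). The median change was 0.034, and 656 X chromosome genes lay above and 457 below their wild type mean (one-sample Wilcoxon test over genes, n = 1113, p = 8.2e-08). The median over all 7696 genes was 0.024 with the constant, so part of the X value is an offset that all genes share. Against all other genes the X chromosome did not pass camera (adjusted p = 0.963; 0.988 with an estimated correlation). With fry the adjusted p was 0.813, and 0.019 with the replicate number as a block, under which 27 X chromosome genes were higher and 25 lower.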

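Gene groups of the male germline, some of them named for a stage of spermatogenesis, were compared between *Pof* mutant and wild type testes. Not all listed members were kept: 6 of 12 for germline stem cells and spermatogonia and 3 of 12 for Y-linked genes. Of 6 kept genes of germline stem cells and spermatogonia, 0 were higher and 1 was lower: *aub*, a Piwi family protein of the germline, changed by -0.57 (standard error 0.12, limma adjusted p = 0.049), and *bgcn*, which acts in spermatogonial differentiation, had a value of 0.17. Of 13 regulators expressed in primary spermatocytes none passed, with values of 0.68 for the meiotic arrest gene *mia* (adjusted p = 0.115, and 0.029 with the replicate number as a block) and 0.11 for *fest*. Of 21 genes of spermatid differentiation, whose mean was -0.0085 and whose median was 0.054, 2 were lower and 19 did not pass, among them *Mst98Ca* (0.054), the member with the highest wild type level. Of 13 cup and comet genes, which are transcribed after meiosis, none passed, with values of 0.23 for *r-cup* and 0.17 for *w-cup*. Of 20 testis-specific paralogs of housekeeping genes 1 was higher and 19 did not pass, among them the translation initiation factor gene *eIF4E3* (0.091). Of 3 kept Y-linked genes none passed, with values of -0.44 for the protein phosphatase gene *Ppr-Y* (adjusted p = 0.183, and 0.030 with the block) and 0.071 for *Pp1-Y2*. Adjusted over the list alone, each of these counts was unchanged. At an unadjusted p under 0.05 there were 2 among the primary spermatocyte regulators, 0 among the cup and comet genes and 1 among the Y-linked genes. In camera, the adjusted p of these 6 lists lay between 0.750 and 0.925, and with fry the primary spermatocyte regulators, with a mean of -0.054, passed only with the block (adjusted p = 0.038; 0.900 without it). With the block *tut* was also higher and *Rbp4* and *Rpt4R* lower, genes named after their values were seen, and the call of *aub* was lost without any one of the 6 arrays.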

The *Pof* mutants did show a slight increase in the expression of testes-specific genes, but this effect was minor and could have been a consequence of minor differences in spermatogenesis between our *Pof* mutant and wild type. We conclude that the average reduction in gene expression on the 4^th^ chromosome of *Pof* mutants is similar in the three studied tissue stages (adult females, testes and 1^st^ instar larvae), and that the effect on individual genes is linearly correlated.

The results shown here have implications. Deficiency screens are commonly used as a method to find genes involved in different biological pathways. Based on our results we anticipate that these screens will find UEGs more efficiently than NUEGs, although it should be stressed that the dose responses of genes with low expression levels are still not understood. The higher dose sensitivity of UEGs is supported by the dramatic effects of reductions in doses of ribosomal protein genes, as manifested in the associated Minute phenotypes [29],[30]. Notably, our simple categorization of UEGs and NUEGs classified all but one of the 61 annotated *Minute* ribosomal protein genes as UEGs. The difference in dose response between genes based on their expression also has consequences for our understanding on how chromosomal aberrations and chromosomal aneuploidies influence proper development.

## Materials and Methods

### Fly Strains Used

Flies were cultivated and crossed at 25°C in vials containing potato mash-yeast-agar. The *Df(2L)J-H/SM5* stock were obtained from the Kyoto *Drosophila* Stock Center, the *Dp(2;2)Cam3/CyO* from Bloomington, and the *Df(2L)ED4651/SM6a* and *Df(3L)4470/TM6C* from Szeged (*Df* and *Dp* indicate deficiency and duplication, respectively). *y^1^ w^67c23^* was used as wild type. *Df/+; 4/4* females were generated by crossing *Df/Bal* flies to wild type Oregon R. *Df(2L)J-H/+; 4/0* females were generated by crossing *Df(2L)J-H/SM5* to *C(4)RM sv^spa-pol^/0*. The *Df(2L)J-H/+; 4/0* offspring were isolated based on their Minute phenotype. *+; 4/0* females were generated similarly by crossing wild type to *C(4)RM sv^spa-pol^/0. Dp(2;2)Cam3/+; 4/4/4* females were generated by crossing *Dp(2;2)Cam3/CyO* to *C(4)RM sv^spa-pol^/0.* The *Dp(2;2)Cam3/+; 4/4/4* offspring were isolated based on non-Minute phenotype. The *Pof^119^; 4/4/4* females were generated similarly by crossing *Pof^119^/CyO; C(4)RM sv^spa-pol^/0* to *y^1^ w^67c23^; Pof^D119^/Pof^D119^* and the *Pof^D119^; 4/4* females were offspring from the *y^1^ w^67c23^; Pof^D119^/Pof^D119^* stock.

### Microarray Analysis

For microarray analysis total RNA was isolated using TRIzol reagent (Invitrogen) followed by a purification using RNeasy kit (Qiagen) according to the instruction by the suppliers. 10 adult females (0–24h) were used for each of three biological replicates of each genotype. For testes microarrays, 60 testes from 0–24 old males were used for each of three biological replicates of *y^1^ w^67c23^; Pof^D119^/Pof^D119^* and three replicates of *y^1^ w^67c23^* as controls. The 33 labelled cDNA probes were then hybridized to an Affymetrix *Drosophila* gene chip (version 2) and the intensity values were normalised and summarized using robust multi-array analysis (RMA) [22]. Other normalisation methods, such as MAS5, were also tested and they all gave similar results to RMA. All microarray data analyses were done using R (www.R-project.org) and the Bioconductor package [33]. The resulting data are available at http://www.ncbi.nlm.nih.gov/geo/ (Accession: GSE14517, GSE14516).

Based on expression array data in the FlyAtlas database [23] (Geo accession number: GSE7763), ubiquitously expressed genes (UEGs) were defined as genes showing expression levels of at least 6 in all of the 12 examined tissues after RMA normalization, while all other genes were defined as non-ubiquitously expressed genes (NUEGs). Testis-specific genes were defined, using the same dataset, as genes showing an expression level of ≥6 in testes and < 6 in all other tissues.

The first instar larvae data from [18] and the testis data were renormalized in the same way as the adult female data after removing all genes expressed below 6 (after RMA) in the respective wild type.

### Statistical Analysis

All statistical analyses were performed on log_2_-scaled data using Statsoft Statistica 8.0.

### Testis Preparations and Immunostaining

For whole mount immunostaining, wild type testes were dissected in PBS, fixed for 30 minutes in 4% *para*-formaldehyde in a solution containing 0.1 M Hepes, 2 mM EGTA and 1mM MgSO_4_ (pH 6.9), then stained essentially according to [34], using an anti-POF chicken polyclonal primary antibody (1∶100 dilution) followed by a pre-absorbed biotinylated Donkey anti-chicken IgY secondary antibody (1∶300, Jackson), which was detected by the brown HRP reaction (H_2_O_2_, DAB). For indirect immunofluorescence staining, testes squashes were fixed according to [35] (Protocol 5∶5). The slides were then washed in 1×PBT for 30 min, transferred to a blocking solution (0.1 M maleic acid, 0.15 M NaCl, 1% Boehringer blocking reagent) and incubated for 30 min at room temperature. The slides were incubated overnight at 4°C with a 1∶100 diluted anti-POF chicken polyclonal primary antibody, then washed for 2×10 minutes (in 0.1 M maleic acid, 0.15 M NaCl, 0.3% Tween 20), and then blocked for 30 minutes. A 1∶300 diluted donkey anti-chicken IgY conjugated with Cy3 (Jackson) was then applied as a secondary antibody prior to a further 2 h incubation at room temperature. The squashes were counterstained with DAPI (1 µg/ml) and washed for 2×10 minutes (in 0.1 M maleic acid, 0.15 M NaCl, 0.3% Tween 20) before mounting with Vectashield (Vector). Live testes squashes from young adults carrying the *P[w^+^ Pof.EYFP]* construct (*Pof* fused to enhanced yellow fluorescent protein-encoding sequence under the control of the endogenous *Pof* promoter [27]) were dissected in TB (183 mM KCl, 47 mM NaCl, 10 mM TRIS-HCl, 1 mM PMSF, 1 mM EDTA, pH 6.8) and prepared according to [35]. Preparations were examined by phase contrast, Nomarski and fluorescence microscopy under a Zeiss Axiophot microscope equipped with a KAPPA DX20C charge-coupled device camera. The images obtained were assembled and contrasted using Adobe Photoshop.

### Microarray Data

The microarray data reported in this paper have been deposited at http://www.ncbi.nlm.nih.gov/geo/ (Accession: GSE14517, GSE14516).

## Supporting Information

Figure S1 Global effects result in skewed distribution. (A) Illustration of normal (grey), shifted normal (red) and skewed (green) distributions. (B) Plotted median *Df(2L)JH/+; 4/0* minus median wild type raw individual probe level intensities (black bars). The same data with *Df(2L)JH* probes and chromosome 4 probes excluded (grey bars). Note that the slight skew in the left tail is only seen when all probes are included.
(0.17 MB PDF)

Figure S2 Measured differences in expression levels between mutants and wild type are affected by the gene expression level. In the graphs, the expression levels of genes within the affected regions are sorted according to wild type expression levels (plotted in grey), and their expression levels in the mutants are plotted as moving averages of 11 genes in blue, green, orange and red for genes within: the three deficiencies (A), the duplication (B), haplo-4 (C) and triplo-4 (D), respectively.
(0.20 MB PDF)

Figure S3 The deficiencies and the duplication mainly affect gene expression within the dose-affected regions. (A) Expression ratios of genes on chromosome 2L in *Dp(2;2)Cam3* (green), *Df(2L)ED4651* (light blue) and *Df(2L)J-H* (blue), plotted as moving medians of 41 genes against their positions on the chromosome. (B) Moving medians of gene expression rations in *Df(3L)ED4470* against gene position on chromosome 3L. The extents of the aberrations are indicated below each plot.
(0.28 MB PDF)

Figure S4 The buffering effect in segmental aneuploidies is not correlated to gene expression levels. Differences in expression levels, plotted as a function of wild type expression levels for all deficiencies - wild type (A), duplication - wild type (B), haplo-4-wild type (C) and triplo-4-wild type (D).
(0.12 MB PDF)

Figure S5 Localisation of POF in testes. (A–C) Whole mount immunostaining of testes preparations. (A) The POF antibody did not detect any signal in the *Pof* mutant males. (B) POF was detected in young primary spermatocytes, and more strongly in mature primary spermatocytes. (C) POF strongly associates with the nuclear region of the spermatid bundle, and the bundle itself. (D–F) POF strongly associates with 2–4 foci in each nucleus of the 16 young primary spermatocytes. In a later stage of spermatocyte development POF is more evenly distributed. Images taken using phase contrast (D), DAPI (E) and anti-POF antibodies (F). (G–I) Expression of POF.EYFP in unfixed primary spermatocytes, with the young and mature spermatocytes visible in the lower and upper parts of (I), respectively. Note the foci in young spermatocytes and the more dense fluorescence in mature spermatocytes, in accordance with the immunostaining results. Images presented were acquired by phase contrast (G), EYFP fluorescence (H) and merge and zoom (I). The young primary spermatocytes are shown in the lower part of (I) and the more mature spermatocytes in the upper part.
(3.64 MB PDF)

Table S1 Genotypes of the flies used in this study and the number of genes before and after the expression cut-off 6.
(0.12 MB PDF)

Text S1 Description and discussion of global effects in expression data and results on POF localisation in testes tissue.
(0.02 MB PDF)

# Supplementary material for: Buffering of Segmental and Chromosomal Aneuploidies in Drosophila melanogaster
**Source:** PLoS Genet. 2009 May 1;5(5):e1000465. doi: 10.1371/journal.pgen.1000465
**Supplement:** Table S1 — Genotypes of the flies used in this study and the number of genes before and after the expression cut-off 6. (0.12 MB PDF)

Flies (adult females)	Dose	Affected genes	Genes expressed >6	Length
WT	2x			
<i>Df(2L)J-H/+; 4/0</i>	1x	2L:88; 4:105	2L:48; 4:72	~550kb; Entire 4th
<i>Dp(2;2)Cam3/+; 4/4/4</i>	3x	2L:405; 4:105	2L:240; 4:72	~2.5Mb; Entire 4th
<i>Df(3L)ED4470/+</i>	1x	3L:126	3L:58	736kb
<i>Df(2L)ED4651/+</i>	1x	2L:93	2L:60	604kb
<i>Df(2L)J-H/+</i>	1x	2L:88	2L:48	~550kb
<i>4/0</i>	1x	4:105	4:72	Entire 4th
<i>Pof^{Δ119} (Pof⁻)</i>	2x			
<i>Pof^{Δ119} (Pof⁻); 4/4/4</i>	3x	4:105	4:72	Entire 4th

Testes	Dose	Affected genes	Genes expressed >6	Length
WT	2x			
<i>Pof^{Δ119} (Pof⁻)</i>	2x

# Supplementary material for: Buffering of Segmental and Chromosomal Aneuploidies in Drosophila melanogaster
**Source:** PLoS Genet. 2009 May 1;5(5):e1000465. doi: 10.1371/journal.pgen.1000465
**Supplement:** Text S1 — Description and discussion of global effects in expression data and results on POF localisation in testes tissue. (0.02 MB PDF)

Supplemental Results and Discussion

Global effects result in skewed distribution

For genome-wide expression studies data handling is important since global effects in the same direction on many genes can skew the results. The standard method recommended by Affymetrix is MAS5. We have not used this method but rather RMA which normalize the data on probe level and not on gene level and will accordingly in theory be less prone to normalize away global effects. It is important to note that if we assume global effects acting on all genes, i.e., a haploid region would cause an increase in expression of all other genes, this effect cannot be measured since we start with a given amount of material (RNA) for labelling. The difference between the haploid region and the rest of the genome can be measured, but whether the remaining genome is globally altered remains unknown. Such global effects could only be measured with one other fixed reference, such as number of cells or amount of DNA and would require that all additional steps, such as labelling, hybridisation and signal read-out are perfectly quantitative. With current methodology global effect acting on all genes cannot be correctly determined.

However, if we assume that a global effect in one direction acts on many (but not all) genes this should cause a skewed distribution. A skewed distribution is a better indicator of global effects than a shift in the distribution. This is exemplified in Figure S1A. To test for global effects, we have calculated the median difference between mutant and wild type using individual probe level raw-data (i.e. prior to any normalisation). We have then looked at the distributions of all our datasets. In all cases small shifts of the entire distribution are detected. These shifts are most probably a consequence of differences in labelling and/or hybridisation. Only in the most extreme case, i.e., the case of *Df(2L)JH/+; 4/0*, we can see a slightly skewed distribution (Figure S1B, black bars). Importantly, this slight skew in the left

tail is mostly accounted for by the probes within the *Df* and within chromosome 4. If these probes are not included (grey bars) we cannot detect a skewed distribution. This doesn't mean that no global effects are present but that the effects are less than the effects of our aneuploidies. Notably, we cannot exclude that small global effects are acting, however, any undetected global effects that might be acting in our experiment will not alter our main conclusion about buffering effect.

POF localisation in testes

It has been shown that the X-chromosome is dosage compensated also in the testes [1]. However, the MSL complex is not involved in dosage compensation of the male germline, and to date the mechanism responsible for compensation in male germline tissues has not been characterized [2,3]. The high expression of POF in the testes and the strong relationship between POF and dosage compensation prompted us to examine whether POF is involved in X-chromosome dosage compensation in the testes. In order to understand the role of POF we performed whole mount staining of wild type male and *Pof* mutant male (*EP(2)2285*) testes. The *EP(2)2285* line has an EP element inserted close to the transcription start point of *Pof* that strongly reduces *Pof* expression, although it does not eliminate it [4]. Accordingly, POF protein was not detected in the testes of *EP(2)2285* mutant males, and while no staining was detected in stem cells close to the testis tip, the primary spermatocyte nuclei were stained in the wild type testes (Figure 5A-5C). Further, dots of staining within the nuclei of young primary spermatocytes were detected, which covered increasingly large areas in increasingly mature samples, until the nuclei of mature primary spermatocytes were completely stained. The sperm bundles were also stained, particularly heavily in the region corresponding to elongated nuclei in the mature sperm bundles (Figure 5C, and further results not shown). To reach a better resolution and separation of different cell types we also analyzed POF

distribution in testes squash preparations. We used both immunofluorescence techniques and *P[Pof.EYFP]* transgenic constructs to confirm the results in live unfixed tissues. The mature primary spermatocyte nuclei were strongly stained in comparison to the diploid cells (Figure 5D-5I), although no POF staining was seen during meiosis or in the first post-meiotic stages prior to the beginning of nuclear elongation (results not shown). In contrast, a few strong foci (2-4) of POF staining were detected in the young primary spermatocytes, and as they grew the number of foci increased and more homogenous staining was detected (Figure 5D-5I). Note that the nucleolus was devoid of POF (Figure 5D and 5F), and that the POF.EYFP fluorescence and antibody-staining signals were nearly identical in the primary spermatocyte and post-meiotic stages (Figure 5 and other results not shown).

The spatial and temporal distribution of POF suggested that in the testes it is first expressed in young primary spermatocytes, in which it is initially attracted to a few nuclear foci of unknown nature. The genome is highly organized in primary spermatocytes and three DAPI-staining domains can be readily identified: two corresponding to the paired metacentric autosomes 2 and 3, and a third corresponding to the sex chromosomes [5,6]. The 4th chromosome is usually believed to be associated with the sex chromosome, but there is no conclusive evidence for this belief and it is possible that the 4th chromosome, which is highly heterochromatic, may be less organised and less localised (like transcribed parts of the Y-chromosome, the “lampbrush”-like loops of which occupy large regions of primary spermatocytes [7,8]). As the primary spermatocytes grow the numbers of foci increased and the distribution of POF became more widespread. However, POF staining was not detected during meiosis or in the first post-meiotic stages, when the spermatids elongate (axoneme elongation) and mature, although it was detected later when the spermatids reached the stage of nuclear elongation. Since transcription is rare or even absent after meiosis these findings indicate that *Pof* RNA and/or protein is/are stored awaiting post-meiotic use.

References

1. Gupta V, Parisi M, Sturgill D, Nuttall R, Doctolero M, et al. (2006) Global analysis of X-chromosome dosage compensation. *J Biol* 5:3.
2. Rastelli L, Kuroda MI (1998) An analysis of *maleless* and histone H4 acetylation in *Drosophila melanogaster* spermatogenesis. *Mech Dev* 71:107-117.
3. Bachiller D, Sánchez L (1986) Mutations affecting dosage compensation in *Drosophila melanogaster*: effects in the germline. *Dev Biol* 118:379-384.
4. Larsson J, Chen JD, Rasheva V, Rasmuson Lestander A, Pirrotta V (2001) Painting of fourth, a chromosome-specific protein in *Drosophila*. *Proc Natl Acad Sci U S A* 98:6273-6278.
5. Cooper KW (1965) Normal spermatogenesis in *Drosophila*. In: Demerec M, editor. *Biology of Drosophila*. New York: Hafner Publishing Company. pp 1-61.
6. Cenci G, Bonaccorsi S, Pisano C, Verni F, Gatti M (1994) Chromatin and microtubule organization during premeiotic, meiotic and early postmeiotic stages of *Drosophila melanogaster* spermatogenesis. *J Cell Sci* 107:3521-3534.
7. Bonaccorsi S, Pisano C, Puoti F, Gatti M (1988) Y chromosome loops in *Drosophila melanogaster*. *Genetics* 120:1015-1034.
8. Hess O (1980) Lampbrush chromosomes. In: Ashburner M, Wright TRF, editors. *The genetics and biology of Drosophila*. London: Academic Press. pp 1-30.

How the deposited data were processed for this re-analysis (not part of the article)

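The testis experiment of the paper was processed; adult females, first instar larvae and the aneuploid genotypes were not analysed here. RNA of 60 testes per biological replicate, from males 0 to 24 h old, was measured on 6 Affymetrix arrays, 3 of *Pof* mutant and 3 of wild type testes. Both stocks carry the same X chromosome markers. The sources used here do not say whether the rest of the X is the same. The log2 values were made by the authors with RMA (background subtraction, quantile normalization and summary per probe set) before they were deposited; the version of RMA is not given in the sources used here. RMA brings the arrays to a common distribution, so a change that moves most genes one way would be removed, and its background step works on whole arrays and leaves unspecific binding to single probes in the values, so changes of weakly expressed genes can be understated. As deposited, the values covered 18952 probe sets and had been neither filtered at 6 nor shifted by a constant: 52.0% of the probe sets had a wild type mean below 6.

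The minimum of 6 followed the paper. The paper states that a constant brought the total genomic expression to that of wild type and its text does not name the scale; here it was set on the mean log2 level over genes, and the linear scale was an alternative that brought the means of X, 2R and 3L below wild type. The choice of probe sets and their average per gene were made here, since the text of the paper describes neither. Of the probe sets, 13647 named a single gene, 402 several and 4903 none in the table of the array; only the first were used, and 13544 of these matched the gene table of the Release 6 assembly, from which chromosome arms and the order of genes were taken. The build behind the array design is not given in the sources used here, so no coordinates are given. Probe sets with a wild type mean below 6 were removed, which left 8028, and the probe sets of a gene were averaged on the log2 scale, which left 7696 genes, 277 of them with several probe sets and 31 without a chromosome. On chromosome 4, 65 genes were measured with no minimum and 34 with it. The paper's supplementary table counts more chromosome 4 genes before the cut-off for adult females, so the set used here is smaller. It gives no count for testes, so the sets could not be compared gene by gene. A constant was added to each mutant array so that its mean log2 level over these genes equalled that of the wild type arrays. A filter on the wild type alone selects genes with a high wild type value by chance, which can lower the change of genes near the minimum, and the constant sets the zero against which every arm is read; both were varied.

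Each gene was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, mutant minus wild type, without trend or robust options), with Benjamini-Hochberg adjustment over all kept genes and a threshold of 0.05. For each arm and gene list, the mean over genes with its 95% confidence interval, the one-sample Wilcoxon test over genes that the paper uses and a two-sided exact permutation test of the array means were computed; genes are not independent replicates, so the intervals and Wilcoxon tests over genes do not measure the spread between arrays. Camera (preset correlation 0.01, and an estimated correlation) compared each set with all other genes, and fry tested whether a set moves on balance one way, with adjustment over 6 arms or over 17 lists. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The precision is limited by the number of arrays. On simulated data with 200 changed genes and 10 runs, 23.9% of changes of 0.5, 71.0% of changes of 1 and 92.1% of changes of 2 on the log2 scale were called, and 3.43% of the calls were false. A chromosome 4 change of -0.4 was returned as -0.375. The simulated noise was independent between genes and arrays, while on the real arrays deviations were shared across genes and replicates, so these rates need not hold for them.

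The labels give both genotypes replicates 1, 2 and 3. The deviations from the group means of arrays with the same number correlated across genes at 0.40, 0.88 and 0.72, all above 0, so the numbers were treated as pairs. Mutant replicate 1 correlated more with wild type replicate 3 (0.56), and mutant replicate 3 correlated with wild type replicate 1 at 0.63, so replicate 2 carries most of the pattern and the numbers 1 and 3 are hardly specific; this pairing comes from the data, since neither the labels nor the text of the paper name a shared day or batch. The fit without the replicate number was fixed as the main one, and the fit with the number as a block is given where it changes a call or a count by over 1.5 times.

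The tests, the gene lists and most alternatives were fixed before the data were examined. The lists were germline stem cell and spermatogonium, primary spermatocyte regulators, spermatid differentiation, post-meiotic cup and comet genes, testis-specific paralogs of housekeeping genes, the union of the last 4 as testis-specific genes, Y-linked genes, accessory gland, ejaculatory duct and bulb, muscle, fat body and haemolymph, somatic cyst and hub cells, heat shock, antimicrobial and humoral stress, chromosome-wide regulators and heterochromatin, cytosolic ribosomal proteins, oxidative stress and detoxification, and mitochondrially encoded genes, which had fewer than 3 kept members and were not tested. The genes named are *Pof* and those the paper names; the chromosome 4 genes past the threshold, the 4 with the highest wild type level and the 3 with the largest positive change; the 8 largest falls and 8 largest rises past the threshold elsewhere; and of each list the member with the largest change, the one with the highest wild type level and up to 2 more past the threshold. This gave 60 genes, 9 of them on chromosome 4; a few others are named where a count called for it, after their values were seen, and are marked as such. The alternatives were other expression minimums, other constants, a further quantile normalization, other ways to treat several probe sets, other variance models, the replicate block, each array left out in turn, an estimated correlation and other list definitions; leaving out both replicate 2 arrays, *CG32006* or the chromosome 4 genes past the threshold was added after the data were seen.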

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

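The tests of other splits, of replicate 2 and of the X chromosome were chosen after the result was seen; those of neighbouring genes and of probe sets were chosen before.

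Outside chromosome 4, 358 genes changed between *Pof* mutant and wild type testes, a signal in genes that the paper does not discuss. Only 10 splits of the arrays exist, so the share of splits as large (1 of 10, the real one) cannot fall below 0.1; the real split gave 361 changed genes and 3 on chromosome 4 (1 of 10 again), and the highest of the others 0 and 0, also in the other 3 of the 4 splits that part every numbered pair. With both replicate 2 arrays left out and all genes tested anew, 402 genes outside chromosome 4 passed. The deviations of replicate 2 correlated between the genotypes at 0.88, and a shared deviation cancels in the difference between them. Leaving it out could thus hardly have lowered the count, so the result shows only that as many genes pass without these arrays. Changed genes did not cluster next to each other: 19 pairs of neighbouring genes were both changed where shuffles within arms gave 18.0 on average (95% of them from 11 to 26, p = 0.436 by permutation). The shuffles keep the count of each arm and only adjacent genes were paired, so stock differences over long blocks or whole arms stay open. A candidate explanation is that the stocks differ on the autosomes and share the marked X: changed genes were rarer on the X (16 of 1113) than on the major autosome arms (339 of 6514; odds ratio 0.266, 95% confidence interval 0.150 to 0.440, Fisher exact p = 6.6e-10; 52 and 819 with the replicate block, odds ratio 0.341), and 16 lies below the 47 to 77 that cover 95% of autosomal draws matched on wild type level, but as the test was chosen after the result and X genes could differ for other reasons, this cannot be told apart from an effect of *Pof* on autosomal genes, which was not tested. Sequence variants under single probe sets stay open too: in the 7 changed genes with several probe sets the smaller change was 0.607 of the larger in the median (quartiles 0.260 and 0.666, 3 genes under 0.5), while in a wider group of 19 genes with any changed probe set, not the group set before and computed first, it was 0.450.

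Of 4 kept fat body and haemolymph genes, markers of a tissue other than the testis that the paper does not discuss, 3 were lower in the mutant: *Lsp2* (log2 change -1.56, standard error 0.26, limma adjusted p = 0.025) encodes a larval serum protein, *Fbp1* (-1.60, standard error 0.30, adjusted p = 0.033) a fat body receptor for such proteins, and *Fbp2* (-2.02, standard error 0.27, adjusted p = 0.011) a fat body protein, while *Obp99a* had a value of 0.34 (adjusted p = 0.176) and was higher when adjusted over the list alone, where the other 3 stayed lower. As a list, with a mean of -1.21, they did not pass camera (adjusted p = 0.059; 0.982 with an estimated correlation) except without wild type replicate 1 (-1.02, adjusted p = 0.021), and with no minimum, which keeps 8 members, the mean of the fat body and haemolymph list was -0.57. Their mean was -1.50, -1.06 and -1.07 on the mutant arrays and 0.37, -0.25 and -0.12 on the wild type arrays (exact permutation test, p = 0.10, the smallest possible). *Lsp2* and *Fbp1* lost their calls without any one array other than wild type replicate 2 (adjusted p up to 0.100 and 0.119), and *Fbp2* kept its call in every alternative run (adjusted p from 0.0032 to 0.047). The mutant levels of *Fbp1* (5.46) and *Fbp2* (5.76) lay below 6, close to background, so the sizes of their falls are uncertain.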

How the results depend on the processing

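Of 221 alternative values of the 12 main results, 173 kept their side of the threshold or stayed within 1.5 times of the count, as did 1430 of 1480 for single genes and lists; 8 and 58 of these changed sign but passed in neither setting; leaving out both replicate 2 arrays, *CG32006* or the called chromosome 4 genes was chosen after seeing the data. The mean change of chromosome 4 stayed below 0 and past the Wilcoxon test in every alternative run, between -0.46 without the constant and -0.23 with no minimum. Against the other arms, chromosome 4 lost its call with an estimated correlation (-0.40, adjusted p = 0.315; over the alternatives the adjusted p ran from 6.3e-08 to 0.315). The means of the other arms are small, and the zero set by the constant decides their direction. Without the constant the means of X, 2L, 2R, 3L and 3R were -0.044, -0.072, -0.064, -0.059 and -0.071, and with a constant on the linear scale -0.033, -0.061, -0.053, -0.048 and -0.059. With medians matched, 2L (-0.0018) and 3R (-4.8e-04) passed. With no minimum 2R was at -3.7e-04 and 3R at 4.7e-06, with a minimum on the mean over all 6 arrays 2R was at -0.0017, with a wild type mean of at least 7 2L passed at -0.0066, with the brightest probe set 2R was at -1.6e-04, and with quantile normalization again 2R no longer passed at 1.3e-05. Without both replicate 2 arrays 2L (-0.0030), 3R (-0.0098) and the testis-specific genes (0.038) passed. The cause was not tested for the last 3 sentences. With the replicate block, 885 genes changed in place of 361, and 8 in place of 3 on chromosome 4; in set tests the block changed the fry calls of chromosome 4, X, 3L, the primary spermatocyte regulators and the chromosome-wide regulators, and among the 60 genes named by rule it added *ATPsynbeta*, *Mpv17*, *mia* and *Ppr-Y* and changed no other call of these genes or of a set; the genes named elsewhere as passing with the block were chosen after their values were seen. It leaves every mean change as it is by construction. Of the 361 calls 52.6% were higher, of the 275 without the constant 38.9%, and of the 353 with a constant on the linear scale 42.5%. Leaving out 1 array, which leaves fewer samples, gave 137 to 403 changed genes, 2 to 5 on chromosome 4, and 0 to 2 shifted lists where all arrays gave 0: the accessory gland list without *Pof* mutant replicate 1 or wild type replicate 1 or 3, and the fat body list without wild type replicate 1. Mean changes then ran from -0.011 to -0.0049 on 2L, -0.0037 to 0.0077 on 2R, 0.0021 to 0.0089 on 3L, -0.0096 to -0.0023 on 3R, and -0.047 to 0.088 for the testis-specific genes. A gene removed by a filter has no value there, such as *Zip102B* with a wild type mean of at least 7. Signal close to background limits the changes of weak genes: 52.0% of the probe sets lay below 6.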

Differences from the paper's values

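None of the values that could be compared differed by more than the spread between replicates, which serves only as a yardstick of size. The paper's values come from the same 6 arrays, so replicate spread cannot be the source of a gap. The mean log2 changes were -0.40 for chromosome 4 and 0.021 for the X, and the paper's are about -0.34 and about 0.02 in Fig. 5A, read by eye. With no minimum 65 chromosome 4 genes were measured here, fewer than the paper's supplementary table counts before the cut-off for adult females. The gene sets behind the compared values thus may differ. Of the alternatives set before the data were examined, the chromosome 4 value lay apart from that of the figure with no minimum (-0.23), without the constant (-0.46), with a constant on the linear scale (-0.45), without probe sets shared between transcripts (-0.44) and as a median (-0.24). By the same yardstick, the X value lay apart without the constant (-0.044) and with a constant on the linear scale (-0.033). It also did with no minimum (0.010), with a wild type mean of at least 7 (0.030) and with a minimum on the mean over all 6 arrays (0.0096). The gaps of these last values are too small for a reading by eye to resolve.

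The paper states that the testes arrays show chromosome 4 genes as those mainly altered in *Pof* mutants. On the scale of Fig. 5A, chromosome 4 was the arm with the largest mean change here, at 76.0% of wild type. In a test of each gene, which the paper does not report, 358 of the 361 changed genes lay outside chromosome 4, and 8.82% of the chromosome 4 genes changed against 4.67% of the others (Fisher exact test, p = 0.212).

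The paper states that X chromosome genes show no significant buffering effects in *Pof* mutants, without naming the test, and reads this as no evidence of dosage compensation by POF in the male germline. Buffering and dosage compensation were not measured here, so the values below bear only on the mean level of X chromosome genes. The one-sample Wilcoxon test over X chromosome genes gave p = 8.2e-08 here (n = 1113 genes, mean 101% of wild type), and passed under each of the 17 alternatives run, between p = 1.2e-20 and p = 0.015, with the mean below wild type without the constant and with a constant on the linear scale. The constant left the median over all 7696 genes at 0.024, against 0.034 on the X. The test reads the X against 0, so passing does not set the X apart from other genes. In camera and fry, which take account of the arrays, the X did not pass (adjusted p = 0.963 and 0.813), except in fry with the replicate block (adjusted p = 0.019).

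The paper states that testes-specific genes were higher in *Pof* mutants, at the paper's 104% of wild type. In Fig. 5A they lie at about 0.09 on the log2 scale, read by eye, which is above the log2 value of that percentage, so the text and the reading do not match. The own list of 67 genes, which is not the paper's list, had a mean of 101% that did not pass the Wilcoxon test (n = 67, p = 0.268). It passed above wild type without wild type replicate 2 (106%) and without *Pof* mutant replicate 1 (103%), and without both replicate 2 arrays (0.038 on the log2 scale), which was chosen after seeing the values. It lay below wild type with no minimum (98.0%), with a minimum on the mean over all 6 arrays (99.9%), without the constant (96.6%), with a constant on the linear scale (97.3%), with quantile normalization again (99.6%), without *Pof* mutant replicate 2 (97.7%), without wild type replicate 3 (96.8%) and for spermatid differentiation genes only (99.4%).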

Other observations

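The tests of replicate 2, of the chemistry or scan, of other tissues and of a few strongly changed chromosome 4 genes were chosen after the result was seen; those of the filter and of autosomal background were chosen before.

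Seminal fluid genes of the accessory gland had a higher mean in all 15 kept members, and none passed the test in limma (3 at an unadjusted p under 0.05; 1 with the replicate block, *Acp32CD*, named after its value was seen). Their mean log2 change was 0.19 (95% confidence interval over genes 0.12 to 0.27), with 0.46 for *Acp29AB* and 0.15 for *Acp98AB*, and the list did not pass camera (adjusted p = 0.059; 0.982 with an estimated correlation); the list passed camera without *Pof* mutant replicate 1 or wild type replicate 1 or 3 (adjusted p from 0.0014 to 0.982 over the alternatives). The array means were 0.030, 0.21 and 0.34 in the mutant and 0.041, -0.15 and 0.11 in wild type (exact permutation test, p = 0.30). *Acp98AB* had a mean log2 level of 14.22 in wild type and 14.37 in mutant testes, and *Dup99B* of the ejaculatory duct 13.98 and 13.93. Their wild type levels lay at percentiles 99.97 and 99.86 of the kept genes. Transcripts of other reproductive tissue were thus abundant in both genotypes, and their share in the RNA was not tested. Of 12 genes of oxidative stress and detoxification, *GstE1*, a glutathione transferase, was lower (-2.47, standard error 0.19, limma adjusted p = 0.0013) and 11 did not pass, among them *GstD1* (0.20); with the block *GstD2* and *Cyp6w1*, named after their values were seen, were higher. This list had a mean of 0.029 and a median of 0.17, and fry gave it the opposite sign (adjusted p = 0.900).

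No member passed in limma among 5 genes of the ejaculatory duct and bulb (*Gld* -0.69, *Dup99B* -0.051), 12 of muscle (troponin T gene *up* -0.47, *Act87E* 0.14), 3 of somatic cyst and hub cells (*chinmo* -0.30), 3 of heat shock (*Hsp26* -0.16), 3 antimicrobial genes (*Mtk* -0.56, *Drs* -0.14), 6 chromosome-wide regulators (*wde* -0.52) and 29 cytosolic ribosomal protein genes (*RpS21* 0.21, *RpL41* -0.017). At an unadjusted p under 0.05 there were 1, 0, 1, 0, 1, 0 and 0 in these lists. None of them passed camera (adjusted p from 0.750 to 0.925), and the chromosome-wide regulators, with a mean of -0.12, passed fry only with the block (adjusted p = 0.038). For muscle the mean was -0.033 and the median 0.032, and for the ejaculatory duct and bulb the mean was 0.14 while camera gave a fall. Adjusted over the list alone, *Mtk* was lower and none of the other members of these lists passed.

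Further genes with large changes outside chromosome 4 were *lncRNA:CR40465* (-4.03), *CG34166* (-3.46), *CG7194* (-3.16) and *CG8563* (-3.06), all lower (the mutant levels of *lncRNA:CR40465*, 5.31, and *CG8563*, 5.49, lay close to background, which leaves the sizes of their falls uncertain), and *CG14505* (2.32), *CG42828* (2.31), the cytochrome P450 gene *Cyp4e1* (2.16), the odorant-binding protein gene *Obp56a* (2.15) and *cag* (1.95), all higher. *Cyp4e1* lost its call without any one of the mutant arrays or wild type replicate 1 (adjusted p from 0.0062 to 0.071 over the alternatives).

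Replicate 2 of both genotypes stood apart from replicates 1 and 3. Averaged over the genotypes, replicate 2 was higher for the lists of germline stem cells and spermatogonia (0.29), primary spermatocyte regulators (0.31), testis-specific paralogs (0.20) and Y-linked genes (0.35). It was lower for those of the ejaculatory duct and bulb (-1.34), muscle (-0.84), oxidative stress (-0.74) and cytosolic ribosomal proteins (-0.13). Chemistry or scan of the arrays with no change in cell make-up was taken to move lists of different cell types by no more than random lists. Of 16 lists, 8 lay outside the central 95% of random lists matched on wild type level. The random lists take genes singly, while genes of a list can vary together, with an estimated correlation of 0.64 for the cytosolic ribosomal proteins. The test therefore cannot decide for or against chemistry or scan. A candidate explanation is other reproductive tissue in the dissections: 2 of 3 lists of other tissues lay below their group mean in replicate 2 of both genotypes, the ejaculatory duct and bulb (-0.93 in the mutant, -0.86 in wild type) and muscle (-0.51 and -0.60), while the accessory gland lay at 0.017 and -0.15. With 1 such array per genotype this cannot be told apart from other differences between the replicates, and no biological explanation was tested.

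The lower mean of chromosome 4 was set against 4 technical explanations. The tables argue against a few strongly changed genes and against the filter as the whole source. They argue against autosomal background only where it acts on each gene separately, and the check of replicate 2 could hardly have gone otherwise. No minimum gave a mean of -0.23 over 65 genes, but this adds weak genes, which by the paper's account pull an average towards wild type. That value therefore does not measure the effect of the filter. With the filter on the mean of all 6 arrays, which does not favour high wild type values, the mean of chromosome 4 was -0.35. The filter on the wild type level may thus have added to the lower mean but was not its whole source. A few strongly changed genes do not account for it, since the 31 genes that did not pass had a mean of -0.25 (95% confidence interval -0.36 to -0.15). Random lists of 34 genes from the major autosome arms, matched on wild type level, went no lower than -0.32 in 10000 draws (a share of 1e-04, the smallest they can give). The draws take unlinked genes singly, while the genes of chromosome 4 had an estimated correlation of 0.13. The other arms had 0.095 to 0.114, so this value is not particular to chromosome 4 and does not show a difference shared by linked genes. The draws argue against background differences of the size seen on those arms only if these act on each gene separately. They cannot decide on a difference shared by linked genes. Without both replicate 2 arrays the mean was -0.44. Replicate 2 deviated alike in both genotypes, which cancels in the difference, so this shows only that the lower mean does not rest on these arrays. An effect of POF on chromosome 4 stays a hypothesis for these values. The paper holds it from earlier work and also bases it on adult females, among them flies with altered doses of chromosome 4, and on first instar larvae. It further reports that the changes of single genes correlated between testes, adult females and larvae. The adult females and larvae were not analysed here. A difference between the stocks on chromosome 4 itself was not tested.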
